A study of Fukomys damarensis and Heterocephalus glaber and Mus musculus with 160 samples.

How the data were processed

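Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was measured in liver and heart of 4 rodent species: the naked mole-rat, the Damaraland mole-rat, the guinea pig and the mouse. An antibody pulls down crosslinked chromatin, the recovered DNA is sequenced, and places with more reads than an untreated chromatin control (the input) are called as peaks. The antibodies recognised 3 histone modifications. H3K4me3 marks promoters, H3K27ac marks active promoters and enhancers, and H3K4me1 marks enhancers whether active or primed. In the mole-rats, liver libraries of the transcription factors CEBPA, FOXA1, HNF4A, HNF6 and RXRA and a heart library of TBX5 were also made. Per the labels' protocols, livers were perfused and hearts diced, the tissue was crosslinked with formaldehyde and sonicated, animals were young adult males where possible, and batches were randomised.

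Of the 160 samples, 116 had a peak list, of which 99 were histone libraries and 17 factor libraries. The 35 input samples and the 9 chromosome conformation samples had no list and were not analysed here. For 1 sample the title and the organism named different species, so it was left without a group. Groups were species, tissue and antibody. The replicate was the animal named in the labels, and 1 mouse pool of 3 animals counted as 1 replicate. No pair of libraries of the same species and mark was identical: over 374 pairs the highest Jaccard index was 0.830.

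The deposited lists hold 1 peak per line with its start and end, and 1 list was made per library against a named input library, per the file names. The deposited fold enrichment is a linear ratio over background given by the authors' peak caller. The deposited −log10 p-value and −log10 q-value are the caller's own, and the lowest −log10 q in any list was 1.30, a q of 0.05. The deposited score of each peak was a whole number, 10 times the −log10 q. The aligner, the peak caller and their versions are not given in the sources used here. The builds named by the files were GRCm38 for the mouse, HetGla_1.0 for the naked mole-rat, DMR_v1.0 for the Damaraland mole-rat and Cavpor3.0 for the guinea pig. Files of the factor libraries named the species only, and their scaffold names are those of the same builds. Positions are printed counted from 1. The reference annotation supplied for the Damaraland mole-rat belongs to another build, so no gene was assigned to a peak, and a planned list of liver and heart genes was not analysed here.

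Read depth is unknown, because a peak list carries no read numbers. The lists of 2 H3K4me1 heart libraries, mouse 33017 and Damaraland mole-rat DMR1, carry a tag that could stand for a set number of reads, which the labels do not explain, so their peak numbers may rest on another depth than the rest. A deeper library gives more peaks at a fixed q, so the number of peaks was used as the value of each library and its dependence on the threshold was measured. The 116 lists held 8953087 peaks. Fold enrichment and q were used only to filter or rank peaks within a list and to describe named regions.

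Everything below was computed from those lists with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and plots were drawn with Matplotlib 3.10.9. Overlapping peaks within a library were merged. The overlap of 2 libraries was the Jaccard index, the bases covered by both divided by the bases covered by either. A consensus peak of a group was a region found in at least 2 replicates, and 2 regions counted as shared when the overlap reached 50% of the shorter one. From the consensus, a promoter was a region with H3K27ac and H3K4me3, an active enhancer had H3K27ac and H3K4me1 without H3K4me3, and a primed enhancer had H3K4me1 without the other 2 marks. An element was found in the other tissue when it overlapped a consensus peak of any of the 3 marks there. Elements and factor peaks were also moved along their scaffold by a random distance to give the overlap that position alone produces, with 10 shifts for elements and 100 for factors and the random seed 1.

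Peak numbers were compared on the log2 scale with two-sided exact permutation tests, between species (36 comparisons) and between tissues (12 comparisons). Tissue separation was the mean Jaccard index of pairs from 1 tissue minus that of pairs from different tissues, tested with a one-sided exact permutation test (12 comparisons). The share of a library's peaks found in the other tissue's consensus of the same mark was compared between marks with a two-sided exact permutation test (16 comparisons). The liver against heart effect was compared between the mole-rats by exchanging species labels within each tissue (3 comparisons). Shares of elements were compared over the 4 species with a two-sided exact sign-flip test. Each family was adjusted by the Benjamini-Hochberg method at a threshold of 0.05. Shares within 1 library or consensus carry Wilson 95% intervals, which cover counting error only. Fisher's exact test, two-sided, on a factor library compares regions within that library and not species.

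Groups, tests, alternatives and the rule for naming regions were fixed before the data were examined. The rule took, for each species and tissue, the promoter and the active enhancer found in that tissue alone with the highest mean H3K27ac fold enrichment over the group, with 0 for a library without a peak there. Alternatives were a −log10 q of at least 4, bases covered, scaffolds reaching 1 Mb, ranks, equal numbers of peaks per library, a share measure in place of the Jaccard index, an overlap of 1 base, a consensus of at least 3 replicates, a wider definition of an active enhancer, a stricter definition of sharing, the animal as a block, and each replicate left out in turn, except in Damaraland mole-rat liver H3K4me3, which has 2 libraries. Where a group has 2 libraries, the consensus of at least 3 replicates required both. Among these alternatives, equal numbers of peaks were set per species and mark, or per factor, and so differed between marks. A comparison within library series, the first letters of the library identifiers in the labels, was added after the data had been seen. Identifier numbers within a series can lie far apart, so a shared series does not make a shared batch.

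Per the labels, 12 animals gave libraries of a mark from both tissues, none of them a mouse, and libraries of 1 animal are paired. Over these 12 animals, the mean deviation of log2 peak number from the group mean in liver was compared with that in heart. Pearson's r was 0.0694 (permutation p = 0.849, 100000 resamples, two-sided) and Spearman's rho was 0.287 (permutation p = 0.369). Without the 2 animals farthest from the median, r was 0.307. The paired status of the libraries therefore rests on the labels and not on their peak numbers.

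The calculations were tested on simulated data. For 20000 simulated sites with 3 libraries per mark, the number of elements recovered was between 98.5% and 100.1% of the number planted, and the largest error of a share was 0.131 percentage points. For 5 against 4 simulated libraries, 3.95% of 2000 draws without a difference had an unadjusted p below 0.05 in a single comparison, and 98.3% of draws with a 2-fold difference did. The simulated groups had a smaller spread than several groups here, such as Damaraland mole-rat heart H3K4me1 with 32893 to 158541 peaks. For such groups the power is lower than 98.3%. The power after adjustment over a family of comparisons is also lower, and neither was simulated.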

Results

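The series compared regulatory chromatin of 2 subterranean African rodents, the naked mole-rat (Heterocephalus glaber) and the Damaraland mole-rat (Fukomys damarensis), with that of the guinea pig, a related rodent living above ground, and the mouse. Peak lists of 99 histone libraries fell into 24 groups of 4 species, 2 tissues and 3 marks, with 2 to 6 libraries each. The smallest group was Damaraland mole-rat liver H3K4me3 with 2 libraries. A further 17 lists came from transcription factors, 8 from naked mole-rat liver, 8 from Damaraland mole-rat liver and 1 from Damaraland mole-rat heart. Lists held between 14782 and 253457 peaks. Read depth was unknown, and the share of peaks that kept a −log10 q of at least 4 ranged from 35.3% to 98.4% over the histone libraries, so libraries differed in how many peaks lay near the threshold.

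H3K4me3 gave the fewest peaks in all 8 combinations of species and tissue. In mouse liver the mean was 18099 ± 849 H3K4me3 peaks (SD, n = 4), 60398 ± 2773 H3K27ac peaks (n = 4) and 95664 ± 12396 H3K4me1 peaks (n = 4). In guinea pig liver it was 15737 ± 885 (n = 3), 97424 ± 5150.2 (n = 3) and 129365 ± 8573 (n = 3). Damaraland mole-rat liver gave 32018 ± 4523 (n = 2), 96156 ± 15820 (n = 5) and 145623 ± 15260 (n = 5). Naked mole-rat liver gave 80396 ± 97136 (n = 5), 105890 ± 16170 (n = 5) and 152568 ± 19684 (n = 5). The H3K4me3 spread in naked mole-rat liver came from animal NMR30, whose list held 253457 peaks against 27591 to 48726 in the other 4 libraries. Heart groups varied more than liver groups for H3K4me1, with SDs of 34806 peaks in the naked mole-rat (n = 3), 47281 in the Damaraland mole-rat (n = 5), 20065 in the guinea pig (n = 3) and 41280 in the mouse (n = 5).

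**Figure D1:**
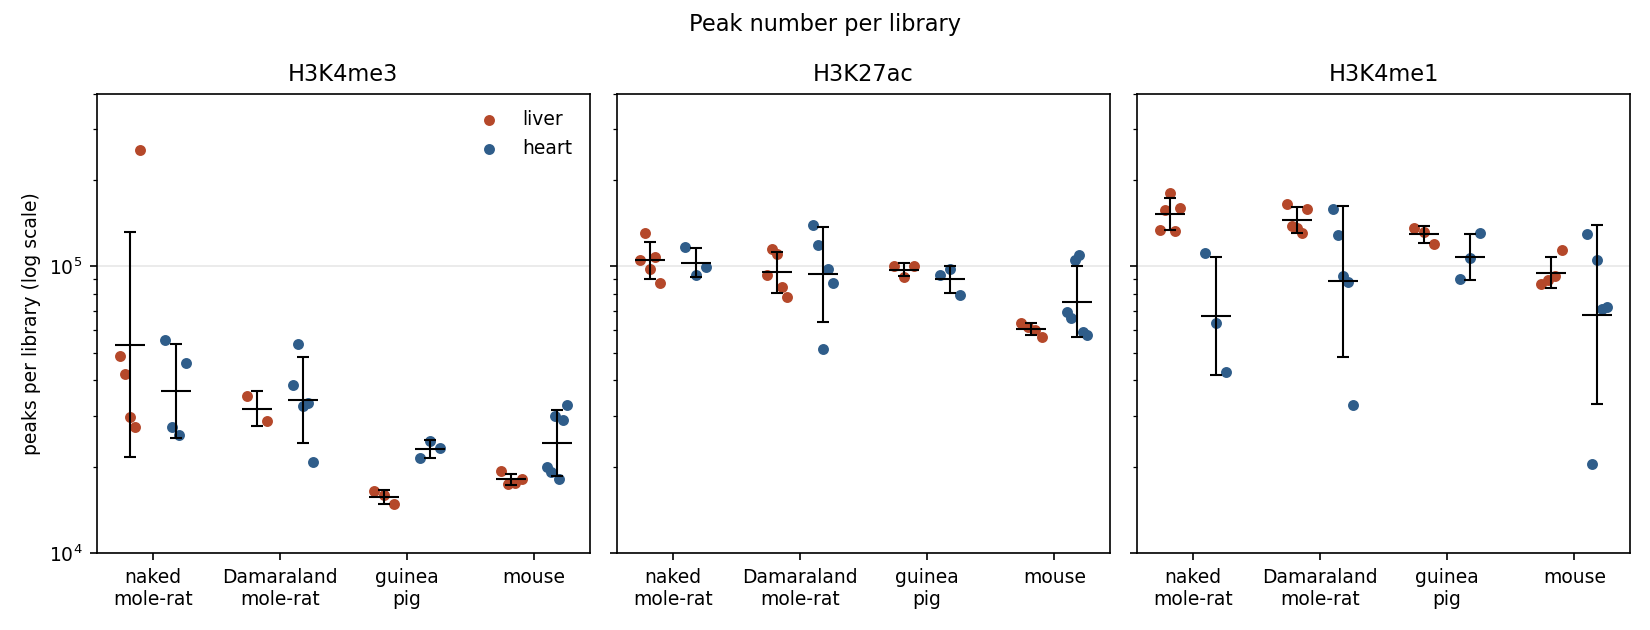
Peaks per library on a log scale for 3 histone marks, with 1 point per library, red for liver and blue for heart; horizontal bars are means and whiskers 1 SD, both taken on the log2 scale. Naked mole-rat liver H3K4me3 spans 27591 to 253457 peaks, and mouse liver groups are narrower than mouse heart groups.

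The first comparison asked whether species differ in how many regions carry each mark within a tissue. None of the 36 pairwise comparisons passed the threshold after Benjamini-Hochberg adjustment, and 8 had an unadjusted p below 0.05 (two-sided exact permutation tests). The lowest adjusted p was 0.0714, shared by 4 liver comparisons in which every mole-rat library exceeded every mouse library. H3K27ac peaks were more numerous than in the mouse by 0.80 on the log2 scale in the naked mole-rat and by 0.66 in the Damaraland mole-rat. H3K4me1 peaks were more numerous by 0.67 and 0.61. Each of the 4 had an exact permutation p of 0.00794, the smallest that 5 against 4 libraries allow. Leaving out 1 library moved these between 0.56 and 0.86 with adjusted p of 0.147. Mouse liver libraries all belonged to the "do" library series, and within it the H3K27ac differences were 0.87 and 0.81 and the H3K4me1 differences 0.71 and 0.62 (adjusted exact permutation p = 0.143 each). Their identifier numbers lie far below those of the mole-rat libraries of that series, so a difference between batches is not excluded. Bases covered moved the family most: the H3K27ac difference between naked mole-rat and mouse changed sign to −0.12. The cause was narrower naked mole-rat peaks, with a mean median width of 348 bases against 615 bases. The smallest width in a list was 166 to 188 bases in these naked mole-rat libraries and 250 to 271 in the mouse ones. Part of the difference in width may therefore lie in the libraries or the caller and not in the species. On scaffolds reaching 1 Mb, naked mole-rat comparisons also shifted downwards, and 67.1% to 73.8% of its histone peaks lay on such scaffolds against more than 99.9% in the mouse.

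The comparison of the 2 mole-rats, on which the series centres, showed no difference in peak number beyond the spread between libraries. In liver the log2 difference, naked minus Damaraland mole-rat, was 0.74 for H3K4me3 (exact permutation p = 0.524, n = 5 and 2), 0.14 for H3K27ac (p = 0.349, n = 5 and 5) and 0.06 for H3K4me1 (p = 0.611, n = 5 and 5). In heart it was 0.10 (exact permutation p = 0.770, n = 4 and 5), 0.13 (p = 0.750, n = 3 and 5) and −0.40 (p = 0.536, n = 3 and 5). The liver H3K4me3 value fell to 0.18 without NMR30. The heart H3K4me3 value became −0.10 without NMR35, −0.08 without DMR11 and −0.01 without NMR34, and the heart H3K27ac value became −0.08 without DMR1. The heart H3K4me1 value ran from −0.76 without NMR30 to −0.0767 without NMR32. Within library series the 6 differences were 0.31, 0.14, 0.06, 0.21, 0.17 and −0.32 in the same order, with adjusted p from 0.457 to 0.727.

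The second comparison asked whether liver and heart of a species differ in peak number. None of 12 comparisons passed the threshold, and 1 had an unadjusted p below 0.05 (two-sided exact permutation tests). Naked mole-rat liver had more H3K4me1 peaks than heart by 1.17 on the log2 scale (p = 0.0179, the smallest the 5 against 3 libraries allow by exact permutation; adjusted p = 0.214), and every liver library exceeded every heart library. Within library series the difference was 1.05 (exact permutation p = 0.0417, adjusted p = 0.314). Leaving out heart NMR30 raised it to 1.54 and leaving out heart NMR32 lowered it to 0.85. The Damaraland mole-rat difference for H3K4me1 was 0.71 (exact permutation p = 0.0635, n = 5 and 5), 0.59 within series and 0.35 without heart DMR11. Naked mole-rat H3K4me3 had a difference of 0.54, which changed to −0.02 without liver NMR30. Guinea pig comparisons could not go below a p of 0.1 with 3 libraries against 3. Bases covered moved this family most, with a change of sign in 3 of 12 comparisons, the largest being mouse H3K27ac from −0.31 to 0.11.

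The liver against heart effect was then compared between the mole-rats. The effect was larger in the naked mole-rat by 0.64 for H3K4me3 (exact permutation p = 0.598), by 0.01 for H3K27ac (exact permutation p = 0.984) and by 0.46 for H3K4me1 (exact permutation p = 0.453). None of the 3 had an unadjusted p below 0.05 in these two-sided tests. Without liver NMR30 the H3K4me3 value was 0.08, and the H3K4me1 value ran from 0.14 without heart NMR32 to 0.82 without heart NMR30. Bases covered moved the H3K27ac value most, to −0.38, and 9 of the libraries, left out in turn, also gave it a negative sign, the lowest being −0.13 without heart DMR2.

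The position of peaks separated the tissues. In all 12 sets of a species and mark, pairs of libraries from 1 tissue overlapped more than pairs from different tissues, and 8 of the 12 passed the threshold (one-sided exact permutation tests). For H3K27ac, the Jaccard index was 0.519 within a tissue and 0.204 between tissues in the naked mole-rat (adjusted exact permutation p = 0.0306), 0.528 and 0.200 in the Damaraland mole-rat (adjusted p = 0.0238), 0.605 and 0.243 in the guinea pig and 0.546 and 0.245 in the mouse (adjusted p = 0.0238). For H3K4me1 the separation was 0.275, 0.209, 0.308 and 0.167 in the same order of species. For H3K4me3 it was 0.0995 in the naked mole-rat (adjusted exact permutation p = 0.0476), 0.115 in the Damaraland mole-rat, 0.271 in the guinea pig and 0.0897 in the mouse (adjusted p = 0.0306). The 3 guinea pig sets could not go below a p of 0.1, which each reached. Damaraland mole-rat H3K4me3, with 2 liver libraries, had an exact permutation p of 0.0952. Liver pairs carried much of the separation in some sets. Per library, the mean own-tissue minus other-tissue index for naked mole-rat H3K4me1 was 0.295 to 0.358 in liver and 0.0418 to 0.0921 in heart. For mouse H3K4me3 it was 0.240 to 0.267 in liver and −0.0602 (6837) to 0.0584 in heart. For naked mole-rat H3K27ac the tissues were alike, with 0.298 to 0.336 in liver and 0.301 to 0.321 in heart. The alternative that moved the family most was the share of peaks overlapped, under which 6 sets passed and the separation was 0.0612 for naked mole-rat H3K4me3 (adjusted exact permutation p = 0.1) and 0.0520 for mouse H3K4me3 (adjusted p = 0.0898).

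Several of these calls depended on single libraries. Naked mole-rat H3K4me3 no longer passed without liver NMR32 (0.0827) or without heart NMR35 (0.108), NMR31 (0.123), NMR32 (0.111) or NMR34 (0.0896). Naked mole-rat H3K27ac no longer passed without heart NMR35 (0.320), NMR31 (0.312) or NMR32 (0.315), and H3K4me1 without heart NMR30 (0.330), NMR31 (0.307) or NMR32 (0.296), because the 2 heart libraries left allow no smaller p. Mouse H3K4me3 no longer passed without liver 85920 (0.0626), 85921 (0.0599), 85923 (0.0660) or 85924 (0.0596), and its separation rose to 0.138 without heart 6837. With exchanges limited to paired libraries of 1 animal, the separation was 0.114, 0.317 and 0.274 for the 3 naked mole-rat marks in the order H3K4me3, H3K27ac and H3K4me1, and 0.328 and 0.213 for H3K27ac and H3K4me1 of the Damaraland mole-rat. None of the 5 then passed, with adjusted p from 0.125 to 0.188, as few animals allow few exchanges.

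**Figure D2:**
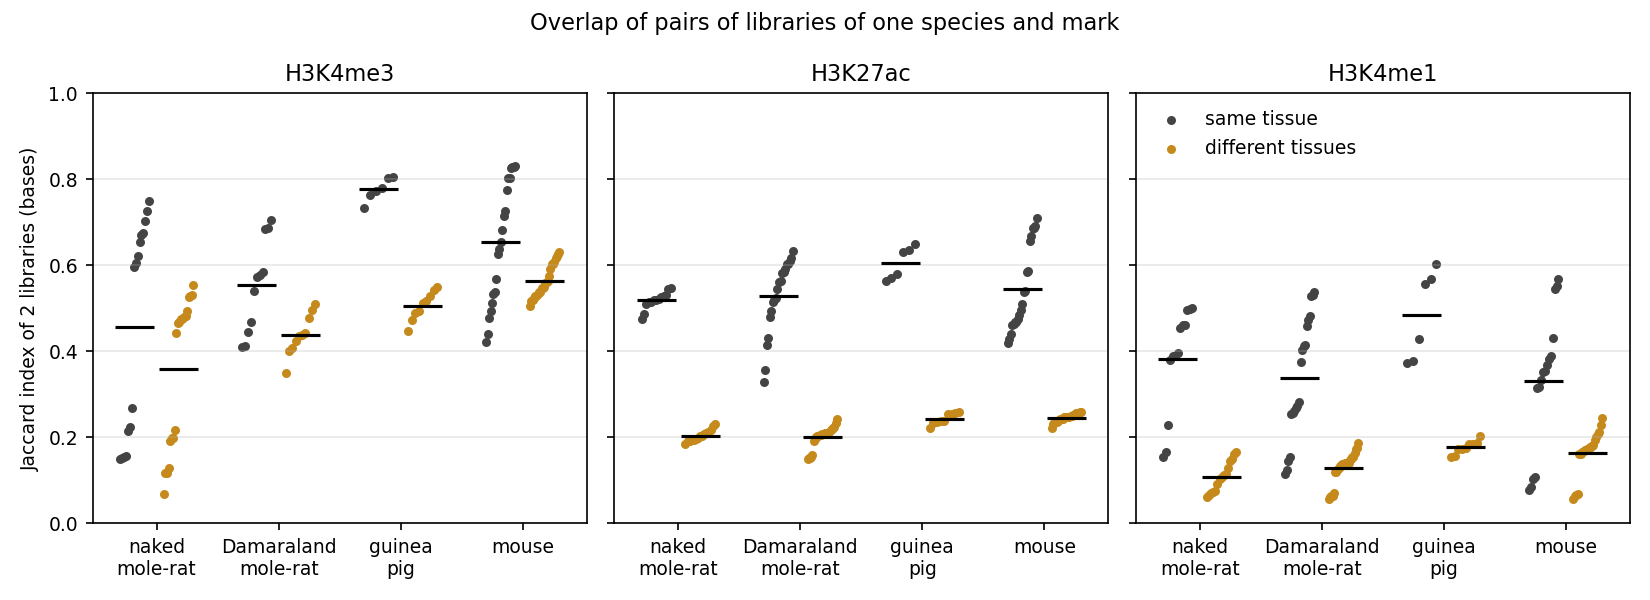
Jaccard index (bases in both libraries divided by bases in either) for every pair of libraries of 1 species and mark, grey for pairs from 1 tissue and ochre for pairs from different tissues; bars are means. The means for H3K27ac are 0.519 and 0.204 in the naked mole-rat and 0.546 and 0.245 in the mouse.

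The next comparison asked whether marks differ in how often a peak is also found in the other tissue. In liver, 88.0% ± 1.41 of guinea pig (SD, n = 3), 84.6% ± 2.21 of mouse (n = 4), 70.4% ± 3.59 of Damaraland mole-rat (n = 2) and 50.9% ± 27.04 of naked mole-rat H3K4me3 peaks (n = 5) overlapped a heart consensus peak of the same mark. For H3K27ac the liver shares were 34.6% ± 0.253 (n = 3), 49.9% ± 0.512 (n = 4), 43.5% ± 2.73 (n = 5) and 37.0% ± 2.33 (n = 5). For H3K4me1 they were 29.3% ± 2.09 (n = 3), 44.1% ± 1.34 (n = 4), 28.8% ± 1.03 (n = 5) and 14.8% ± 1.48 (n = 5). Of 16 comparisons between marks, 3 passed the threshold (two-sided exact permutation tests) and 6 had an unadjusted p below 0.05. H3K27ac exceeded H3K4me1 by 22.2 percentage points in naked mole-rat liver and by 14.7 in Damaraland mole-rat liver (adjusted exact permutation p = 0.0423 each), and each library of the first mark exceeded each of the second. H3K4me3 exceeded H3K27ac by 26.6 points in mouse heart (adjusted exact permutation p = 0.0346).

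The alternative that moved this family most cut each library to the smallest peak number of its species and mark, and 7 of 16 comparisons passed. The number kept still differed between marks, with 87316 H3K27ac and 42957 H3K4me1 peaks in the naked mole-rat and 56871 and 20521 in the mouse. Marks were therefore not compared at equal numbers. Under this cut H3K4me3 exceeded H3K27ac by 31.4 points in naked mole-rat liver and by 28.8 in Damaraland mole-rat heart. The heart difference between H3K27ac and H3K4me1 changed sign, from −8.17 to 5.74 in the naked mole-rat, from −7.03 to 9.86 in the Damaraland mole-rat (adjusted exact permutation p = 0.0181) and from −3.26 to 13.3 in the mouse (adjusted p = 0.0173). The mouse heart difference between H3K4me3 and H3K27ac lost its call without the H3K27ac pool (25.5, adjusted exact permutation p = 0.0577) or without H3K27ac 73317 (24.7, adjusted p = 0.0577). Calls were gained for naked mole-rat liver without H3K4me3 NMR30 (24.9) and for Damaraland mole-rat heart without H3K4me3 DMR4 (22.7), each with an adjusted p of 0.0317. With libraries paired by animal the 3 called differences were 22.2, 14.7 and 25.4, each with an adjusted p of 0.333.

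Consensus peaks of the 3 marks were combined into promoters, active enhancers and primed enhancers. Liver held 23294 promoters in the naked mole-rat, 18435 in the Damaraland mole-rat, 13597 in the guinea pig and 14757 in the mouse. Heart held 19172, 22730, 17838 and 17600 in the same order. Active enhancers of liver numbered 46895, 46899, 35504 and 24547, and those of heart 15146, 30348, 23962 and 27678. Primed enhancers of liver numbered 61182, 59404, 42199 and 31155, and those of heart 17115, 36660, 35014 and 33639. No test was made between species, because each species has its own assembly and number of libraries. Per animal with all 3 marks, naked mole-rat liver held 49970 ± 7669 active enhancers (SD, n = 5) and Damaraland mole-rat heart 29408 ± 16340 (n = 5). Counting active enhancers with or without H3K4me1 raised their number in naked mole-rat heart to 45721, and a consensus of at least 3 replicates left 5817 active and 5066 primed enhancers there. The same numbers were 6710 and 4878 without heart NMR30 and 8640 and 9625 without heart NMR31, and mouse heart primed enhancers fell to 21086 without 33017.

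Promoters were found in the other tissue more often than enhancers. In liver, 84.5% of naked mole-rat promoters (Wilson 95% interval 84.1% to 85.0%), 92.0% of Damaraland mole-rat, 94.4% of guinea pig and 92.7% of mouse promoters overlapped a heart consensus peak. The shares of liver active enhancers were 29.2% (28.8% to 29.6%), 38.3%, 38.6% and 46.1%, and those of liver primed enhancers 18.2% (17.9% to 18.5%), 30.9%, 36.0% and 47.8%. In heart, promoters reached 95.3%, 90.4%, 95.2% and 92.8%, active enhancers 60.7%, 53.0%, 55.1% and 44.1%, and primed enhancers 49.3%, 42.9%, 48.5% and 32.4%. After shifting along the scaffold the liver promoter shares were 10.5%, 15.5%, 12.3% and 9.47%, and over all elements of both tissues the mean shifted share was between 5.74% and 17.2%. Over the 4 species, promoters exceeded active enhancers by 52.9 ± 4.26 points in liver and by 40.2 ± 6.11 in heart (SD, n = 4), in 4 of 4 species. Active enhancers exceeded primed enhancers by 4.82 ± 5.56 points in liver, in 3 of 4 species with the mouse at −1.74, and by 9.94 ± 2.36 points in heart, in 4 of 4. The exact sign-flip p was 0.125, the smallest that 4 species allow, for all but the liver enhancer difference (p = 0.25), so none could reach 0.05. With active enhancers defined with or without H3K4me1, the heart enhancer difference moved most and became −2.55.

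**Figure D3:**
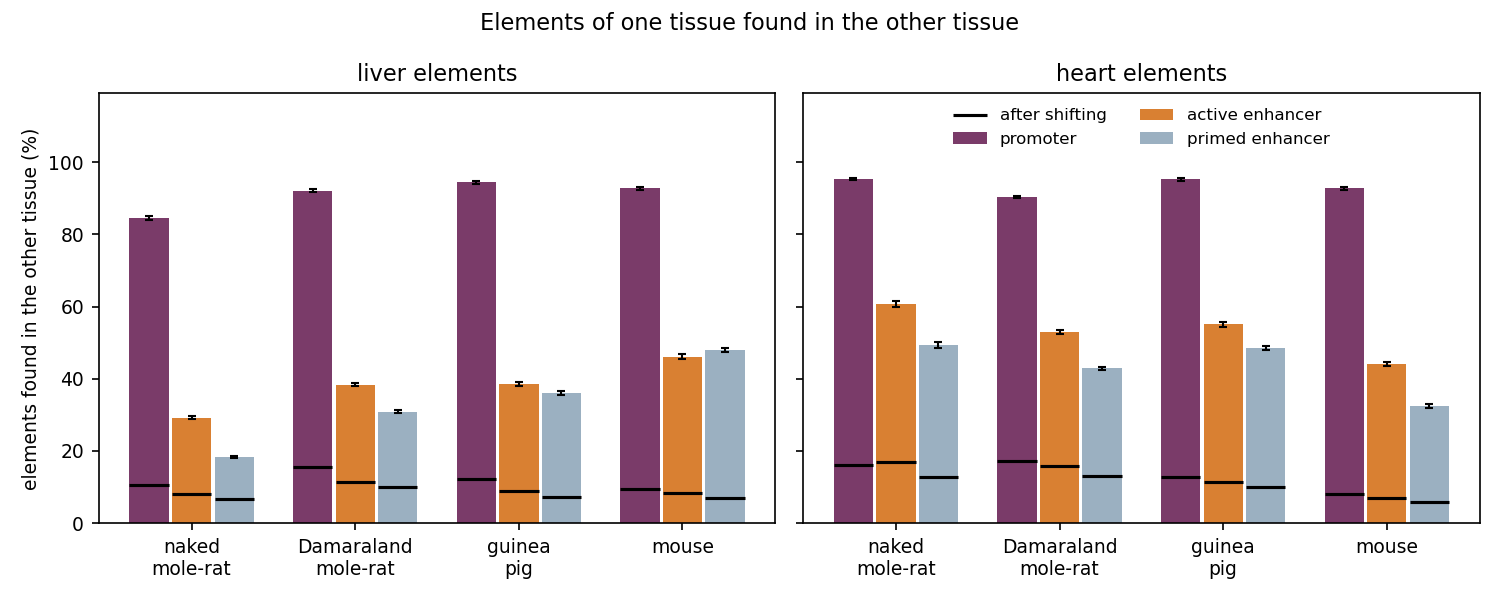
Percent of promoters, active enhancers and primed enhancers of liver (left) and heart (right) that overlap a consensus peak of the other tissue, per species, with Wilson 95% intervals as whiskers; black lines give the mean share after shifting. Promoter shares lie between 84.5% and 95.3%, above every enhancer share.

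Transcription factor libraries were compared with enhancers found in 1 tissue alone, to ask whether binding lies in enhancers of the tissue profiled. In all 16 liver factor libraries a larger share of liver-only than of heart-only active enhancers was bound. The median log2 ratio of the shares was 2.89, with a range from 0.07 to 5.02. In the Damaraland mole-rat, RXRA of DMR4 bound 33.9% of liver-only and 1.05% of heart-only enhancers, the highest ratio. CEBPA had a mean log2 ratio of 4.26 ± 0.26 in the Damaraland mole-rat and 2.44 ± 0.33 in the naked mole-rat (SD, n = 2 each), which were not tested against each other. The lowest ratio was that of HNF4A from NMR30, which bound 2.21% and 2.12% (two-sided Fisher's exact test within the library, p = 0.666). It became −0.11 without heart NMR30 and −0.19 without heart NMR35, so that 15 of 16 libraries were above 0 in each case. The other 15 liver libraries differed between the enhancer sets by Fisher's exact test. Equal numbers of factor peaks moved the median most, to 3.70. TBX5 in heart of DMR6 bound 11.9% of heart-only and 5.54% of liver-only enhancers, a log2 ratio of 1.10, which was 1.76 at a −log10 q of at least 4, 0.91 with an overlap of 1 base and 1.31 without heart DMR2.

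**Figure D4:**
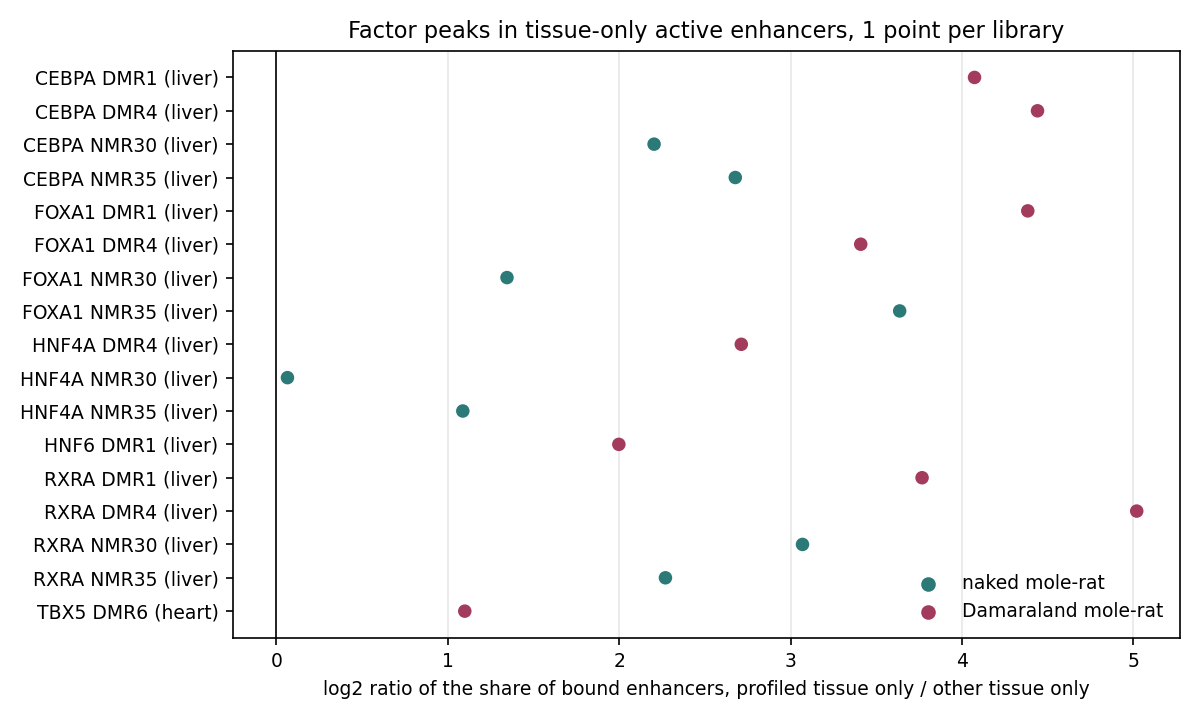
Log2 ratio of the share of active enhancers bound in the profiled tissue alone to the share bound in the other tissue alone, with 1 point per factor library and the line at 0 for equal shares. The 16 liver libraries run from 0.07 for HNF4A of NMR30 to 5.02 for RXRA of DMR4, and TBX5 lies at 1.10.

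Of the peaks of a liver factor library, a median of 33.6% lay in a promoter or enhancer of the liver, with a range from 7.39% for HNF4A of NMR30 to 72.2%. After shifting the median was 6.93%, and each of the 16 libraries lay above its highest value in 100 shifts. The share moved most at a −log10 q of at least 4, to a median of 43.4%. In TBX5 of DMR6 the share in heart elements was 7.01%, against 4.45% after shifting and 4.59% in the highest shift.

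Regions found in 1 tissue alone with the highest H3K27ac fold enrichment were taken as examples. Enrichment values are those of the authors' peak caller, and no annotation of these builds was used, so what lies at each region is not given. Up to 2 libraries from the other tissue had a peak at 8 of the 16 regions. They were of 2 different marks at the naked mole-rat heart promoter and the Damaraland mole-rat liver promoter. The naked mole-rat liver promoter lay at JH173672.1:2863247-2866727 (HetGla_1.0) with a mean fold of 89.6 ± 40.1 (SD, n = 5). The naked mole-rat liver active enhancer, at JH172542.1:4953-6760, had 76.3 ± 34.8 (n = 5). In Damaraland mole-rat liver (DMR_v1.0) the regions were a promoter at KN123095.1:6640130-6646899 with 67.3 ± 11.8 (n = 5) and an active enhancer at KN124379.1:1602612-1617208 with 55.7 ± 10.7 (n = 5). In guinea pig liver (Cavpor3.0) the promoter at DS562877.1:9598096-9608756 reached 70.8 ± 8.62 and the active enhancer at DS562910.1:2879820-2888307 reached 64.4 ± 10.1 (n = 3 each). In mouse liver (GRCm38) the promoter at chromosome 7:120171955-120176588 reached 75.1 ± 9.84 and the active enhancer at chromosome 2:27620762-27628140 reached 68.7 ± 6.43 (n = 4 each).

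In naked mole-rat heart, the promoter at JH169332.1:476028-491779 had a mean fold of 30.9 ± 4.22 and the active enhancer at JH203289.1:1-1516 had 47.4 ± 7.74 (SD, n = 3 each). In Damaraland mole-rat heart, the promoter at KN125239.1:228939-231615 had 27.03 ± 3.63 and the active enhancer at KN123762.1:4858704-4862200 had 23.99 ± 5.11 (n = 5 each). In guinea pig heart, the promoter at DS562913.1:7406212-7409024 had 35.8 ± 15.6 and the active enhancer at DS562856.1:65179734-65181939 had 28.7 ± 3.25 (n = 3 each). The mouse heart active enhancer at chromosome 6:112399065-112403609 had 20.9 ± 8.85 (n = 6). The mouse heart promoter at X:143482769-143483351 had a mean of 147 ± 188 (n = 6), which rested on 3 of 6 H3K27ac libraries, since the other 3 had no peak there. The 583-base region had peaks in 7 of 17 mouse heart libraries and in 0 of 12 mouse liver libraries. The 7 were the heart libraries of the "do" series called against an input of the "vl" series. The other 10 heart libraries and the 12 liver libraries had an input of their own series, so the absence in liver does not show that the region is specific to heart.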

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

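Some tests in this part were chosen only after the result they bear on had been seen. They concerned the caller's threshold, the shared input, the ranges of the shares and equal peak numbers per mark in the contrast between marks. Each of 15 groups of at least 4 libraries was checked for a library far from the rest in 3 measures: peak number, share of peaks found in the other tissue, and mean Jaccard index with the other libraries. Of these 45 checks, 7 found such a library, where chance gives about 1 in 20, or 2.25. The 7 fell on 5 libraries, 2 of which stood apart in 2 measures.

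The H3K4me3 library of naked mole-rat liver NMR30 stood apart by its 253457 peaks, against 27591 to 48726 in the other 4, and by a mean Jaccard index of 0.152 with them, against 0.538 to 0.576. A wrong antibody label is argued against. With equal numbers of peaks it overlapped its own mark by 0.191 more than any other mark, and its lowest own-mark index of 0.417 exceeded the highest other-mark index of 0.269. A wrong tissue label is argued against by an own-tissue overlap 0.120 above that with heart, 0.427 at the lowest against 0.369 at the highest. The number of peaks is not the whole cause, because with equal numbers the library still had an index of 0.438 against 0.666 to 0.677 for the others. Peaks near the caller's threshold account for part of the excess, as 39.1% of its peaks kept a −log10 q of at least 4 against 66.7% to 94.4% in the other libraries. They are not the whole cause, since the 98976 peaks so kept still exceeded the 26039 to 34891 of the others. The input library is argued against as well, since 0 of 2 other libraries called against it had more peaks than their groups. Of its peaks, 79.0% overlapped no peak of any other naked mole-rat histone library, against 26.4% or less in the rest of the group. Most of its peaks, 87.4%, had the smallest width in its list, against 4.96% to 38.7% in the other 4 libraries. A candidate explanation is enrichment in this library at places no other library marks, such as background from that immunoprecipitation. A property of the animal stays open as untested. Its liver H3K27ac and H3K4me1 libraries were not above their groups in peak number. Its heart H3K4me1 library was, with 110851 peaks against 63590 in NMR31 and 42957 in NMR32.

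The H3K4me3 library of naked mole-rat heart NMR34 had a mean index of 0.235 with its group, against 0.475 to 0.495. Another mark is argued against by an own-mark overlap 0.149 higher than any other, 0.251 at the lowest against 0.170 at the highest. Another tissue cannot be told apart from the labelled one. The own-tissue index was higher by 0.0502, but the lowest own-tissue value of 0.251 lay below the highest liver value of 0.260. The number of peaks is not the whole cause, with an index of 0.298 at equal numbers against 0.512 to 0.556. Of its peaks, 60.6% overlapped no other histone library, against 33.8% or less in the other 3, so enrichment at places of its own is again a candidate explanation. As with NMR30, most of its peaks, 72.1%, had the smallest width in its list, against 3.15% to 39.6% in the other 3. No biological explanation was tested.

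The H3K4me1 library of the mouse heart pool had 20521 peaks. Of these, 61.0% were found in liver, against 35.8% to 41.5% in the other 4 libraries, and its index with them was 0.0925 against 0.268 to 0.303. Another mark is argued against by a difference of 0.0787, with 0.128 at the lowest against 0.0629. Another tissue is argued against by a difference of 0.0617, with 0.134 at the lowest against 0.0791. At equal numbers of peaks its index of 0.137 stayed below the others at 0.245 to 0.275, so the peak number is not the whole cause. A lower yield of this immunoprecipitation stays open, untested. The H3K4me3 and H3K27ac libraries of the same pool, with 30067 and 104892 peaks, were each second highest of 6, which goes against the pooling of 3 animals as a cause of few peaks in every mark. No biological explanation was tested.

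The H3K4me1 library of Damaraland mole-rat heart DMR11 had an index of 0.134, against 0.229 to 0.235. Another mark is argued against by a difference of 0.0831, with 0.160 at the lowest against 0.0868. Another tissue is argued against by a difference of 0.106, with 0.175 at the lowest against 0.0795. At equal numbers of peaks its index of 0.181 stayed below 0.230 to 0.247, so the number of peaks is not the whole cause. A lower yield of the immunoprecipitation and a property of the animal stay open, untested.

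The H3K4me1 library of mouse liver 85924 had an index of 0.371, against 0.488 to 0.504. Another mark is argued against by a difference of 0.132, with 0.324 at the lowest against 0.221. Another tissue is argued against by a difference of 0.240, with 0.336 at the lowest against 0.172. At equal numbers of peaks the index was 0.392 against 0.496 to 0.511, so the number of peaks is not the whole cause. What remains was not tested. The 7 checks of 45 exceed the 2.25 that chance gives, but the measures of 1 library are not independent, and no single library is shown by that to differ.

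The share of peaks found in the other tissue differed between H3K27ac and H3K4me1 in opposite directions in the tissues of the naked mole-rat. The difference was 22.2 percentage points in liver and −8.17 in heart, a gap of 30.4, and this was 1 of 50 pairs of contrasts in which every library moved the opposite way. The spread between libraries is argued against as the cause of the whole gap by its size. For the negative sign in heart it stays open. That difference had an exact permutation p of 0.1, the smallest that 3 against 3 libraries allow. H3K4me1 shares were 13.0% to 16.4% in liver and 40.6% to 48.3% in heart, H3K27ac shares 34.1% to 39.9% and 36.6% to 37.6%, and the gap exceeded the ranges of the 4 groups added up by 12.5 points. Exchanging tissue labels within each mark gave an exact permutation p of 0.00861 (two-sided, 3136 exchanges), which is no evidence by itself, as the pair was picked out of 50 and multiplied by 50 this p is 0.430. Unequal numbers of peaks stay open as an explanation for the opposite sign. Each library was cut to the smallest number of its mark, 87316 peaks for H3K27ac and 42957 for H3K4me1. The heart difference then became 5.74 points while the liver difference was 20.7. Both differences are then positive. This evens out the tissues within a mark but not the marks, so the sign at equal numbers in both marks was not tested. Why they still differ in size was not tested, and a difference between the tissues themselves stays open.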

How the results depend on the processing

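In this part, the comparison by library series was chosen only after the result it bears on had been seen, and the others before it. Under the alternatives set beforehand 659 values were computed again. Of these, 500 stayed the same, 10 became weaker, 2 stronger, 102 moved beyond the spread between replicates or, for numbers of elements or of calls, by more than 1.5 times, and 45 changed direction. Leaving out each library in turn, except the 2 of Damaraland mole-rat liver H3K4me3, gave 1595 values, of which 1474 stayed the same. Where no cause is named below, the cause was not tested.

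No comparison of peak number between species, between tissues or of their interaction passed the threshold under any alternative, so the changes of direction there are among values without a call. With peaks of −log10 q of at least 4, the log2 difference became 0.0260 for Damaraland mole-rat against guinea pig in liver H3K27ac, −0.26 for naked against Damaraland mole-rat in heart H3K4me3 and 0.0241 for guinea pig against mouse in heart H3K4me3. By rank of the peak number, that last comparison gave a difference of 0.

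With bases covered in place of peak number, many comparisons changed direction, because the widths of peaks differ between the lists of the species. The smallest width in a list differs too, so part of this may be technical. In liver, H3K4me3 gave −0.0812 for Damaraland mole-rat against mouse. Liver H3K27ac gave −0.28, −0.83 and −0.12 for the naked mole-rat against Damaraland mole-rat, guinea pig and mouse. Liver H3K4me1 gave −0.20 and −0.37 for the naked mole-rat against Damaraland mole-rat and guinea pig, and −0.17 for Damaraland mole-rat against guinea pig. Heart H3K4me3 gave −0.0378, −0.21 and −0.26 for the naked mole-rat against the other 3 species in that order, and −0.17 and −0.22 for the Damaraland mole-rat against guinea pig and mouse. Heart H3K27ac gave −0.0224 and −0.12 for naked and Damaraland mole-rat against guinea pig. Liver against heart, bases covered gave −0.22 for naked mole-rat H3K27ac, 0.11 for Damaraland mole-rat H3K4me3 and 0.11 for mouse H3K27ac, and the interaction for H3K27ac became −0.38.

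On scaffolds reaching 1 Mb, the naked mole-rat fell below the Damaraland mole-rat by −0.25 in liver H3K27ac, −0.32 in liver H3K4me1, −0.32 in heart H3K4me3 and −0.24 in heart H3K27ac. Against the guinea pig it gave −0.36 in liver H3K27ac, −0.22 in liver H3K4me1 and −0.24 in heart H3K27ac, and against the mouse −0.0162 in heart H3K27ac. Damaraland mole-rat against guinea pig in heart H3K27ac gave −0.00303. Liver against heart for naked mole-rat H3K27ac gave −0.00243, and the H3K27ac interaction −0.0103.

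Omission of 1 library changed the direction of further comparisons of peak number without a call. Damaraland mole-rat against guinea pig in liver H3K27ac ran from −0.10 without DMR1 to 0.0377 without DMR6. In heart, H3K4me3 of naked against Damaraland mole-rat ran from −0.10 (NMR35) to 0.27 (NMR32), and of guinea pig against mouse from −0.15 (6839) to 0.0205 (6842). Heart H3K27ac ran from −0.0830 (DMR1) to 0.28 (DMR2) for naked against Damaraland mole-rat, and from −0.0828 (DMR2) to 0.28 (DMR1) for Damaraland mole-rat against guinea pig. Heart H3K4me1 ran from −0.45 (mouse pool) to 0.31 (NMR32) for naked mole-rat against mouse, from −0.50 (DMR2) to 0.0716 (DMR11) for Damaraland mole-rat against guinea pig, and from −0.0480 (mouse pool) to 0.74 (DMR11) for Damaraland mole-rat against mouse. The direction also changed for the liver H3K27ac comparison without DMR3 (0.00858), for heart H3K4me3 of the 2 mole-rats without DMR11 (−0.0774) or NMR34 (−0.00750), and for heart H3K27ac of Damaraland mole-rat against guinea pig without DMR4 (−0.0249) or GuineaPig9 (−0.0278). Naked mole-rat against mouse in heart H3K4me1 also became positive without NMR31 (0.0238), 33017 (0.219), 17_3498 (0.143), 17_3500 (0.00748) or 17_3501 (0.000137).

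Between tissues, naked mole-rat H3K4me3 ran from −0.0226 without liver NMR30 to 0.78 without liver NMR31, and H3K27ac from −0.0507 (liver NMR35) to 0.12 (heart NMR35). Damaraland mole-rat H3K4me3 ran from −0.28 (heart DMR11) to 0.0609 (heart DMR4), H3K27ac from −0.20 (heart DMR1) to 0.16 (heart DMR2), and the H3K27ac interaction from −0.13 (heart DMR2) to 0.22 (heart DMR1). The sign also changed for naked mole-rat H3K27ac without heart NMR31 (−0.0391), and for Damaraland mole-rat H3K27ac without liver DMR1 (−0.0458) or DMR4 (−0.0325) or heart DMR11 (−0.00461). For the interaction it changed without liver NMR35 (−0.0717), NMR31 (−0.00157), DMR3 (−0.0334) or DMR6 (−0.0625) and without heart DMR4 (−0.0761), NMR31 (−0.0601), NMR32 (−0.0157) or DMR3 (−0.00678). With library series as a stratum, Damaraland mole-rat against guinea pig in liver H3K27ac gave 0.117. Liver against heart, H3K27ac gave −0.0292 in the naked and −0.0922 in the Damaraland mole-rat.

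With animals paired as the replicate block, liver against heart became −0.0226 for naked mole-rat H3K4me3, as NMR30 drops out for want of a heart library. Separation of tissues kept its size and lost its call for naked mole-rat H3K4me3 (0.114), H3K27ac (0.317) and H3K4me1 (0.274) and for Damaraland mole-rat H3K27ac (0.328) and H3K4me1 (0.213). Likewise the mark differences of 22.2 points in naked mole-rat liver, 14.7 in Damaraland mole-rat liver and 25.4 in mouse heart lost their calls. The few animals allow no smaller p by construction, and the block changed no other call.

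Tissue separation was positive in 12 of 12 sets with a −log10 q of at least 4, with equal numbers of peaks and by the share measure, in the 9 sets that could be paired by animal (0.328 for Damaraland mole-rat H3K27ac), and with each of the libraries so left out. Measured by the mean share of peaks overlapped, it lost its call for naked mole-rat H3K4me3 (0.0612) and mouse H3K4me3 (0.0520). Leaving out libraries, it ran from 0.0780 (liver NMR34) to 0.139 (liver NMR30) for naked mole-rat H3K4me3, from 0.307 (liver NMR30) to 0.320 (heart NMR35) for H3K27ac, from 0.238 (liver NMR34) to 0.330 (heart NMR30) for H3K4me1, and from 0.0596 (liver 85924) to 0.138 (heart 6837) for mouse H3K4me3. The libraries whose omission cost a call are named with these results above.

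For the share of peaks found in the other tissue, each library was cut to the smallest peak number of its species and mark. Then 7 of 16 mark comparisons passed the threshold, where the first analysis gave 3. H3K4me3 minus H3K27ac rose to 31.4 points in naked mole-rat liver and 28.8 in Damaraland mole-rat heart, and H3K27ac minus H3K4me1 became 5.74, 9.86 and 13.3 in naked mole-rat, Damaraland mole-rat and mouse heart. The numbers kept still differed between marks, so whether unequal numbers hide part of the difference between marks stays open. With an overlap of at least 1 base, H3K27ac minus H3K4me1 in guinea pig heart was −1.89. Leaving out libraries, H3K4me3 minus H3K27ac ran from 7.64 (NMR31) to 24.9 (NMR30) in naked mole-rat liver, from 10.4 (DMR11) to 22.7 (DMR4) in Damaraland mole-rat heart and from 22.7 (6839) to 30.1 (6842) in mouse heart. H3K27ac minus H3K4me1 ran from −5.76 (liver 85921) to 2.65 (liver 85924) in mouse heart and from −4.93 to 8.37 in guinea pig heart, without the H3K27ac or the H3K4me1 library of liver GuineaPig7. The sign also changed in mouse heart without the H3K4me1 pool (1.19) or liver H3K4me1 85923 (0.823), and in guinea pig heart without liver H3K27ac GuineaPig8 (−1.93) or GuineaPig9 (−4.16) or heart GuineaPig9 of H3K27ac (−0.672) or H3K4me1 (−1.64).

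Numbers of heart enhancers depended on the definition. At a −log10 q of at least 4, active and primed enhancers numbered 7518 and 6976 in the naked mole-rat and 15565 and 21710 in the guinea pig, and primed ones 22023 in the Damaraland mole-rat. With at least 3 replicates, fewer by construction, active and primed ones numbered 5817 and 5066 in the naked mole-rat, 17773 and 19533 in the Damaraland mole-rat, 12967 and 19881 in the guinea pig, and 17650 and 20401 in the mouse. Counting H3K27ac with or without H3K4me1, more by construction, gave 45721, 54423, 42569 and 46219 active ones in that order. Without NMR30 the naked mole-rat had 6710 active and 4878 primed ones, 8640 and 9625 without NMR31, and at most 15158 active ones without NMR34 and 20035 primed ones without NMR35. Primed ones in the mouse ran from 21086 (33017) to 38491 (73317).

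The share of elements found in both tissues, active minus primed, had no call. With the wide definition of active enhancers it became −7.29, −0.536 and −4.56 points in naked mole-rat, Damaraland mole-rat and guinea pig heart, and −2.55 over 4 species. Counting the same class alone, it was −0.527 in guinea pig and 3.30 in mouse liver, and with an overlap of at least 1 base 1.09 in mouse liver. Leaving out libraries, it ran from −2.45 (liver GuineaPig7) to 4.64 (heart GuineaPig9) in guinea pig liver and from −3.57 (liver 85924) to 1.43 (heart 33017) in mouse liver.

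For the factors, 16 of 16 liver libraries kept a log2 ratio above 0 with peaks of −log10 q of at least 4, with an overlap of at least 1 base, with at least 3 replicates (both, for the 2 libraries of Damaraland mole-rat liver H3K4me3) and with equal numbers of peaks. The TBX5 ratio was 1.76 at the stricter q and 0.91 with 1 base, and ran from 1.07 (liver DMR6) to 1.31 (heart DMR2). HNF4A of NMR30 ran from −0.19 (heart NMR35) to 0.16 (liver NMR35) and was −0.11 without heart NMR30.

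Read depth is unknown, and 35.3% to 98.4% of the peaks of a histone library reach a −log10 q of 4, so counts depend on it in a way not measured here. Guinea pig comparisons between tissues or marks, 3 libraries against 3, allow no exact permutation p below 0.1, and 4 species none below 0.125, so a p above the threshold there does not show that there is no difference. The planned comparison by gene was not run, since no annotation of the builds is at hand.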

Other observations

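Of the tests in this part, the following were chosen only after the result they bear on had been seen: the swap of a mouse heart library with a liver library, the comparison with pure liver libraries, the library series, the factor peaks split by species or limited to at least 1000-fold enrichment, the inputs of the mouse heart H3K4me3 and H3K4me1 libraries at the chromosome X region, the series of library and input there, and the excess of a short DNA segment there.

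The mouse heart H3K4me3 library of 6837 overlapped liver libraries. It held 70.7% of the regions found by the other libraries in liver alone, where the other 5 heart libraries held at most 24.8%, and 41.9% of the regions found in heart alone. The difference, heart minus liver, was −28.7 percentage points, against 26.04 to 67.0 in the other heart libraries. A swap with a liver library is argued against, because no liver library was out of place: the lowest own-tissue overlap of a liver library exceeded its overlap with heart by 0.240 in Jaccard index. A liver library under a heart label is argued against by the 41.9%, since the 4 liver libraries held 13.1% or less of such regions. Liver chromatin mixed into the library is a candidate explanation. The 70.7% is part of the pattern to be explained, so it is no separate test of it. The tissue separation of mouse H3K4me3 was 0.138 without this library and 0.0897 with it. No biological explanation was tested.

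Library identifiers in the labels begin with 1 of 2 letter pairs. Within 11 groups of the mole-rats that hold both series, 50 libraries in all, lists of the "do" series held more peaks than those of the "vl" series by 0.353 on the log2 scale, a mean weighted by the numbers of libraries, and the difference was positive in 10 of 11 groups. With all marks of an animal exchanged together between the animals of a species and tissue, the two-sided exact permutation p was 0.0936 (10000 exchanges). The exception was naked mole-rat liver H3K4me3 at −1.08, whose "vl" libraries include NMR30. In the other 4 groups that hold both series the difference was 0.26 for H3K27ac, −0.41 for H3K4me1 and −0.0143 for H3K4me3 of guinea pig heart and −0.66 for H3K4me1 of mouse heart, so the direction did not extend to these species. Different animals carry the 2 series within a group, so within groups a difference between library batches cannot be told apart from one between animals. Some animals changed series between tissues. Their mean deviation from the group was higher in the "do" tissue for NMR30 (0.723 against 0.0708), NMR32 (−0.100 against −0.399) and DMR1 (0.114 against −0.293). For NMR34 it was lower (−0.833 against 0.328). These few animals do not settle the question, and both batch and animal may add to the spread of peak number. Factor libraries were all of 1 series, as were guinea pig and mouse livers.

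Liver factor libraries resembled those of the same factor more than those of the same animal. Pairs of 1 factor from different animals had a mean Jaccard index of 0.168 (7 pairs), pairs of different factors from different animals 0.0747 (25 pairs), and pairs of different factors from 1 animal 0.0937 (24 pairs). The excess for the same factor was 0.0937 (one-sided exact permutation test, p = 0.00174, the smallest that 576 exchanges can give). This argues against libraries that group by animal more than by factor.

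The 500 peaks of highest fold enrichment in each factor library were examined. With the heart TBX5 library included, 1% to 6.40% of them were found with every other factor in the 9 Damaraland mole-rat libraries, and 24.4% to 80% in the 8 naked mole-rat libraries. The median of the 17, also 6.40%, describes neither species. It leaves places enriched with every antibody open, since each Damaraland mole-rat peak then needs a match in the TBX5 library. In 17 of 17 libraries they lay in regulatory elements more often than the average peak, so strong binding in elements is a candidate explanation. Among liver factors alone, the median found with every other factor was 59.8% in the naked mole-rat and 31.3% in the Damaraland mole-rat, against 6.03% and 3.68% of all peaks. Places enriched with every antibody may therefore explain most of these peaks in 5 of the 8 naked mole-rat libraries, the other 3 lying between 24.4% and 30.8%, while in the Damaraland mole-rat most of the 500 were not found with every other liver factor. The Damaraland mole-rat had 4 other liver factors to match and the naked mole-rat 3, so the 2 values are not on the same footing.

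Peaks of at least 1000-fold enrichment numbered 31 in the naked mole-rat and 22 in the Damaraland mole-rat, on 7 scaffolds in each. All of them, 100% in each species, were found with every other liver factor. In the naked mole-rat 58.1% of them lay in elements, and in the Damaraland mole-rat 9.09% did. However, 11 of the 22 Damaraland mole-rat peaks lay on scaffolds without a histone peak in any list, where no element can be found, and for these binding in elements stays open. Of the 11 on other scaffolds 18.2% lay in elements, which argues against elements as the place of most of them. The TBX5 library had a peak at 7 of the 22. Places enriched with every liver factor antibody are thus a candidate explanation. It could extend to TBX5 in heart for those 7 of the 22 Damaraland mole-rat peaks only. For the naked mole-rat peaks both explanations stay open. Collapsed repeats or mitochondrial sequence in the assemblies were not tested.

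The mouse heart promoter at X:143482769-143483351 (GRCm38) had peaks in 7 of 17 heart libraries, with fold enrichment from 117 to 703, and in 0 of 12 liver libraries. In 6 of the 7 it was the peak of highest fold. It was present in 3 of the 6 H3K4me3, 3 of the 6 H3K27ac and 1 of the 5 H3K4me1 libraries. The peak was present in 7 of the 7 heart libraries of the "do" series called against a "vl" input, and in 0 of the 10 heart libraries called against an input of their own series. The 12 liver libraries all had inputs of their own series, so their lack of a peak does not show a difference between tissues. A difference between library and input of different series is therefore a candidate explanation. A place enriched over its input with every antibody is argued against by the 0 of 10, which cover all 3 marks, and by the 1 of 5 H3K4me1 libraries, the 1 with an input of the other series. An excess shared by library and input would cancel in the other 10, so it is not excluded. Within H3K27ac and within H3K4me3, 0 inputs served libraries with and without the peak, so the input library cannot be told apart as a cause for these 2 marks. Within H3K4me1, 1 input served both kinds, but the library with the peak was also of another series than those without it under that input, so this argues only against the input taken alone. Over all 17 heart libraries 2 of 5 inputs served libraries of both kinds. A short DNA segment in excess in some libraries is a further candidate explanation, as the 6 of 7 would need, and does not compete with the series of the input. No biological explanation was tested.

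Libraries of 1 animal from both tissues overlapped no more than libraries of different animals. The mean difference in Jaccard index, same animal minus different animals, was −0.00311 over 9 sets of a species and mark (permutation test, 100000 resamples, one-sided, p = 0.803), and it was above 0 in 4 of 9 sets. An effect of the animal on peak position was not detectable in these lists.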
